# Decreased IGF1R attenuates senescence and improves function in pancreatic β-cells

**DOI:** 10.3389/fendo.2023.1203534

**Published:** 2023-06-27

**Authors:** Kanako Iwasaki, Benjamin Lalani, Jiho Kahng, Priscila Carapeto, Stephanie Sanjines, Francesko Hela, Cristian Abarca, Tadataka Tsuji, Justin Darcy, Andrzej Bartke, Yu-Hua Tseng, Rohit N. Kulkarni, Cristina Aguayo-Mazzucato

**Keywords:** senescence, SASP, IGF-1, insulin, Dwarf, diabetes mellitus, β-cell

## Abstract

**Introduction:**

The enhanced β-cell senescence that accompanies insulin resistance and aging contributes to cellular dysfunction and loss of transcriptional identity leading to type 2 diabetes (T2D). While senescence is among the 12 recognized hallmarks of aging, its relation to other hallmarks including altered nutrient sensing (insulin/IGF1 pathway) in β-cells is not fully understood. We previously reported that an increased expression of IGF1R in mouse and human β-cells is a marker of older β-cells; however, its contribution to age-related dysfunction and cellular senescence remains to be determined.

**Methods:**

In this study, we explored the direct role of IGF1R in β-cell function and senescence using two independent mouse models with decreased IGF1/IGF1R signaling: a) Ames Dwarf mice (Dwarf ^+/+^), which lack growth hormone and therefore have reduced circulating levels of IGF1, and b) inducible β-cell-specific IGF1R knockdown (βIgf1rKD) mice.

**Results:**

Compared to Dwarf^+/-^ mice, Dwarf^+/+^ mice had lower body and pancreas weight, lower circulating IGF1 and insulin levels, and lower IGF1R and p21Cip1 protein expression in β-cells, suggesting the suppression of senescence. Adult βIgf1rKD mice showed improved glucose clearance and glucose-induced insulin secretion, accompanied by decreased p21Cip1 protein expression in β-cells. RNA-Seq of islets isolated from these βIgf1rKD mice revealed the restoration of three signaling pathways known to be downregulated by aging: sulfide oxidation, autophagy, and mTOR signaling. Additionally, deletion of IGF1R in mouse β-cells increased transcription of genes important for maintaining β-cell identity and function, such as *Mafa*, *Nkx6.1*, and *Kcnj11*, while decreasing senescence-related genes, such as *Cdkn2a*, *Il1b*, and *Serpine 1*. Decreased senescence and improved insulin-secretory function of β-cells were also evident when the βIgf1rKD mice were fed a high-fat diet (HFD; 60% kcal from fat, for 5 weeks).

**Discussion:**

These results suggest that IGF1R signaling plays a causal role in aging-induced β-cell dysfunction. Our data also demonstrate a relationship between decreased IGF1R signaling and suppressed cellular senescence in pancreatic β-cells. Future studies can further our understanding of the interaction between senescence and aging, developing interventions that restore β-cell function and identity, therefore preventing the progression to T2D.

## 1 Introduction

Pancreatic β-cells play a critical role in glucose homeostasis by secreting insulin in response to a rise in glycemia that stimulates glucose uptake by peripheral tissues. The insulin secretion capacity of individual β-cells increases as a form of compensation in response to insulin resistance in target metabolic tissues. Type 2 diabetes (T2D) is an age-related disease characterized by a decrease in β-cell mass and function with a failure to compensate for the high insulin demand during insulin resistance (1). Aging is marked by the loss of homeostasis and functional decline in tissues, which correlates with age-related diseases such as T2D. At a cellular level, aging is driven by 12 hallmarks that fulfill three criteria: 1) their manifestation associates with age, 2) they are accentuated by experimental models of aging acceleration, and 3) it is possible to decelerate, stop, or reverse them through therapeutic interventions (2). Two of these hallmarks are altered nutrient sensing acting *via* the insulin/insulin-like growth factor-1 (IGF1) pathway and cellular senescence. Although it is recognized that the distinction among these hallmarks is diffused because they interact and are not independent of each other, much remains to be done in terms of how they relate to specific cell types and disease processes.

We previously identified increased IGF1R as a marker of older β-cells in human donors older than 40 years and mice older than 1 year (3). Even in donors younger than 40 years with T2D, increased IGF1R positivity (IGF1R+) in β-cells is associated with higher expression levels of *p16Ink4a* mRNA levels and increased senescence-associated β-galactosidase (SA-βGal) activity, consistent with them being senescent. Additionally, high-intensity IGF1R+ β-cells were dysfunctional, characterized by a lack of glucose responsiveness.

In aged, insulin-resistant, and T2D mice, insulin-secreting pancreatic β-cells became senescent, characterized by upregulation of senescence markers: p21^Cip1^, p16^Ink4a^ (4), increased activity of SA-βGal, and increased transcription and secretion of the senescence-associated secretory phenotype (SASP) like IL1α and IL6 (4). Cellular senescence contributed to cellular dysfunction and loss of transcription identity leading to T2D. Interventions that decreased the load of senescent cells (senolytics) improved β-cell function, their transcriptional profile, and blood glucose (5). These results suggest that increased levels of IGF1R are related to dysfunction and senescence in β-cells. However, the direct correlation between increased expression of IGF1R and senescence in β-cells has never been directly tested. In addition, it remains unknown whether high IGF1R is only a marker of older β-cells or an effector of age-related changes in function and identity.

In this study, we used two mouse models with decreased IGF1/IGF1R signaling: a) Ames Dwarf (*Prop1^df^/Prop1^df^*) mice (Dwarf^+/+^), which have reduced circulation levels of IGF1 due to growth hormone deficiency (6, 7), and b) inducible β-cell-specific IGF1R knockdown (βIgf1rKD) mice. In both models, attenuation of the IGF1R signaling pathway suppressed cellular senescence and improved glucose tolerance. These results underscore the critical role of the IGF1R signaling pathway in aging-induced β-cell senescence and dysfunction.

## 2 Materials and methods

### 2.1 Animals

Ames Dwarf (*Prop1^df^/Prop1^df^*) mice derived from breeders were obtained from Southern Illinois University School of Medicine and described previously (7) and obtained from Dr. Michal Masternak at the University of Central Florida. All experiments were conducted at Joslin Diabetes Center with the approval of its Animal Care and Use Committee; mice were kept on a 12-h light/12-h dark cycle and had free access to water and food (LabDiet #5020; fat 21.6%, protein 23.2%, and carbohydrates 55.2%). The body weight, pancreas weight, blood glucose (BG), insulin, and IGF-1 were measured after 4 h of fasting at the age of 9–34 months in 18 Dwarf^+/+^ and 11–14 months in nine Dwarf^+/−^ mice.

We used a mouse model in which *Igf1r* is specifically decreased in β-cells by crossing mice floxed for exon 3 of the *Igf1r* gene with mice expressing tamoxifen-inducible Cre recombinase under a rat insulin promoter (8, 9). Tamoxifen (Sigma-Aldrich, St. Louis, MO, USA; #10540-29-1) was dissolved by corn oil (Sigma; C8267) and administered *via* intraperitoneal injection (0.075 mg/g body weight) once every 24 h for five consecutive days to generate βIgf1rKD (Ins1-CreERT2^+/−^ Igf1r^flox/flox^) mice. For comparison, βIgf1r (Ins1-CreERT2^−/−^ Igf1r^flox/flox^) mice were treated with corn oil. Seven days after the final injection, islets were isolated and analyzed. To create an insulin resistance model, βIgf1rKD mice and littermate controls were fed a high-fat diet (Rodent Diet #D12492; fat 60 kcal%, protein 20%, and carbohydrate 20%) (HFD-βIgf1rKD) for a period of 5 weeks, which has been shown to induce insulin resistance in mice (10) and accelerate the appearance of senescent β-cells (5). Tamoxifen was administered during the first 5 days of the high-fat diet (HFD). Also, to test the effects of tamoxifen treatment in non-transgenic mice, 8–12-month-old male C57Bl/6 mice were used with and without treatment. All experiments included males and females, except where stated.

### 2.2 Quantitative reverse-transcription PCR

Quantitative reverse-transcription PCR (qRT-PCR) was carried out as previously described (5). Briefly, total RNA isolated with RNEasy Plus Mini Kit (QIAGEN, Valencia, CA, USA) was reverse transcribed (SuperScript reverse transcriptase; Invitrogen, Carlsbad, CA, USA). SYBR green (Thermo Scientific, Waltham, MA, USA; #A25741) and specific primers were used to detect the expression of specific genes. Expression levels were normalized using *Actb* as an internal control, and the comparative delta-delta threshold cycle (ΔΔCt) method was used to calculate relative gene expression levels. The sequences of each primer are listed in **Supplementary Table 1**.

### 2.3 Immunohistochemistry

Immunostaining of the pancreas in the Dwarf^+/+^, Dwarf^+/−^, βIgf1rKD, and βIgf1r mice was performed as described (5). Briefly, paraffin sections were deparaffinized with ethanol gradients, followed by washing with phosphate-buffered saline (PBS) and antigen retrieval with citric acid and permeabilization with a Triton X 0.3% solution. After washing with PBS and blocking with 1% normal donkey serum (NDS), the slides were incubated overnight with primary antibody IGF1R (1:100; sc-713 Rbt anti-Igf1rβ), INSULIN (1:400; Bio-Rad; 5330-0104G), and P21CIP1 (1:100; Cell Signaling, Danvers, MA, USA; 2947). Biotin-streptavidin amplification was used for IGF1R detection. Following subsequent washes, the slides were incubated overnight with a primary anti-insulin antibody. Incubations for 1 h with a secondary antibody for insulin were coupled with DAPI for nuclear staining. For each antibody, sections were stained and imaged in parallel such that the staining intensity reflected protein expression. For quantification, images were captured systematically covering the whole section in confocal mode on a Zeiss LSM 710 microscope.

### 2.4 Quantification of protein expression in Dwarf^+/+^ and Dwarf^+/−^ mice

Paraffin sections from 7-month-old male Dwarf^+/+^ and Dwarf^+/−^ mice were stained in parallel and analyzed using confocal microscopy. Between 899 and 2,739 cells from 10 islets were counted from five animals per condition stained for IGF1R, INSULIN, and P21CIP1. The imaging settings were kept consistent between samples to allow for comparison of protein concentration based on intensity.

### 2.5 Intraperitoneal glucose tolerance tests

Glucose tolerance tests were conducted after 6 h of fasting. Blood samples were collected from the tails at 0, 15, 30, 60, 90, and 120 min after an intraperitoneal injection of glucose (2 g/kg body weight). For *in vivo* glucose-stimulated insulin secretion (GSIS), the insulin levels were measured from serum collected at the 0- and 15-min time points of the intraperitoneal glucose tolerance test (IPGTT). Four mice in each group were used for IPGTT in βIgf1rKD and βIgf1r. In the HFD study, seven mice were tested in the following groups: HFD-βIgf1rKD, HFD-βIgf1r, and Chow-βIgf1r. The serum levels of mouse insulin (Mercodia, Winston Salem, NC, USA; 10-1247-01) and Igf-1 (Invitrogen; EMIGF1) were measured using ELISA kits.

### 2.6 Islet isolation

Islets were isolated by injecting collagenase Vitacyte (Indianapolis, IN, USA; CIzyme RI; 005-1030) into the pancreatic duct, followed by digestion in a 37°C water bath. After several washes with Medium199 (Thermo Scientific; 21180021) with 10% newborn calf serum (Sigma-Aldrich; N4762), islets were filtered through a 425-µm-diameter wire mesh (Cole-Parmer, Vernon Hills, IL, USA; SI59987-16) and collected by gradient separation with Lymphocyte Separation Medium (Corning, Glendale, AZ, USA; 25-072-CV). Islets from individual animals were kept separate and analyzed by qPCR or RNA-seq.

### 2.7 Chemicals and reagents

All Western blotting buffers and reagents were purchased from Bio-Rad (CA, USA). Anti-BETA ACTIN (Cat no. ab8226) antibody was purchased from Abcam (Cambridge, UK). Anti-IGF-I Receptor β (Cat no. 9750), anti-P21 (Cat no. 2947), and anti-PDX1 (Cat no. 5679) antibodies were obtained from Cell Signaling Technologies (MA, USA). The dilutions of all primary antibodies were 1:1,000.

### 2.8 Western blotting

Proteins were extracted from mouse islets using a 10X radioimmunoprecipitation assay buffer (Cell Signaling Technologies, MA, USA). All the mice used in Western blotting were male and female aged 4–9 months, with five mice per group. The concentration of the samples was quantified using bicinchoninic acid (BCA) assay. Equal amounts of protein for every sample (20 µg) were run on sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto an Immuno-Blot polyvinylidene difluoride (PVDF) membrane using Bio-Rad wet transfer system. The blocking step was performed for 1 h at room temperature using 5% non-fat dry powder milk in TBST (Bio-Rad, CA, USA). After the blocking step, the membranes were incubated with the respective diluted primary antibodies overnight at 4°C. Following three washing steps, the blots were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1.5 h at room temperature. After three final washing steps, membranes were incubated with enhanced chemiluminescence (ECL) for 2 min, and the signals on the blots were visualized using ChemiDoc MP Imaging System (Bio-Rad, CA, USA).

### 2.9 Bulk RNA-seq

Islets were isolated from four βIgf1rKD and four βIgf1r mice aged 17 months, including both genders in each group. The islets were resuspended in an RNA extraction buffer, and the RNeasy Micro Kit (No. 74004) was used to purify RNA and submitted for sequencing to DNA Link (Los Angeles, CA, USA). Data analysis was performed by the Bioinformatics and Biostatistics Core at Joslin Diabetes Center. The sequencing data have been deposited into Gene Expression Omnibus (GEO) from National Center for Biotechnology Information (NCBI) (accession GSE229709).

### 2.10 Statistical analysis

The statistical analysis was performed by using Graph Pad Prism. All the data were determined to be consistent with a normal distribution, and measurements were compared by t-test or one-way ANOVA followed by post-hoc Tukey’s test. The differences of p < 0.05 were considered to be statistically significant. In all the data, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

## 3 Results

### 3.1 Phenotype of Ames Dwarf (*Prop1^df^*/*Prop1^df^*) mice

To evaluate the differences between Ames Dwarf (*Prop1^df^*/*Prop1^df^*) (Dwarf^+/+^) mice and their heterozygous littermates (Dwarf^+/−^), we measured body and pancreas weight, and blood glucose levels after 4 h of fasting. There was no significant difference in fed blood glucose levels between Dwarf^+/+^ and Dwarf^+/−^ mice (**Figure 1A**). In Dwarf^+/+^, body weight was decreased by 40%, while pancreatic weight was decreased by 50% (**Figures 1B, C**). Consistent with decreased pituitary growth hormone axis, Dwarf^+/+^ mice had significantly lower circulating IGF-1 and insulin levels than Dwarf^+/−^ mice (**Figures 1D, E**). There were no gender differences in these parameters (**Supplementary Figures 1A–H**); therefore, the results are shown for both sexes combined.

**Figure 1:**
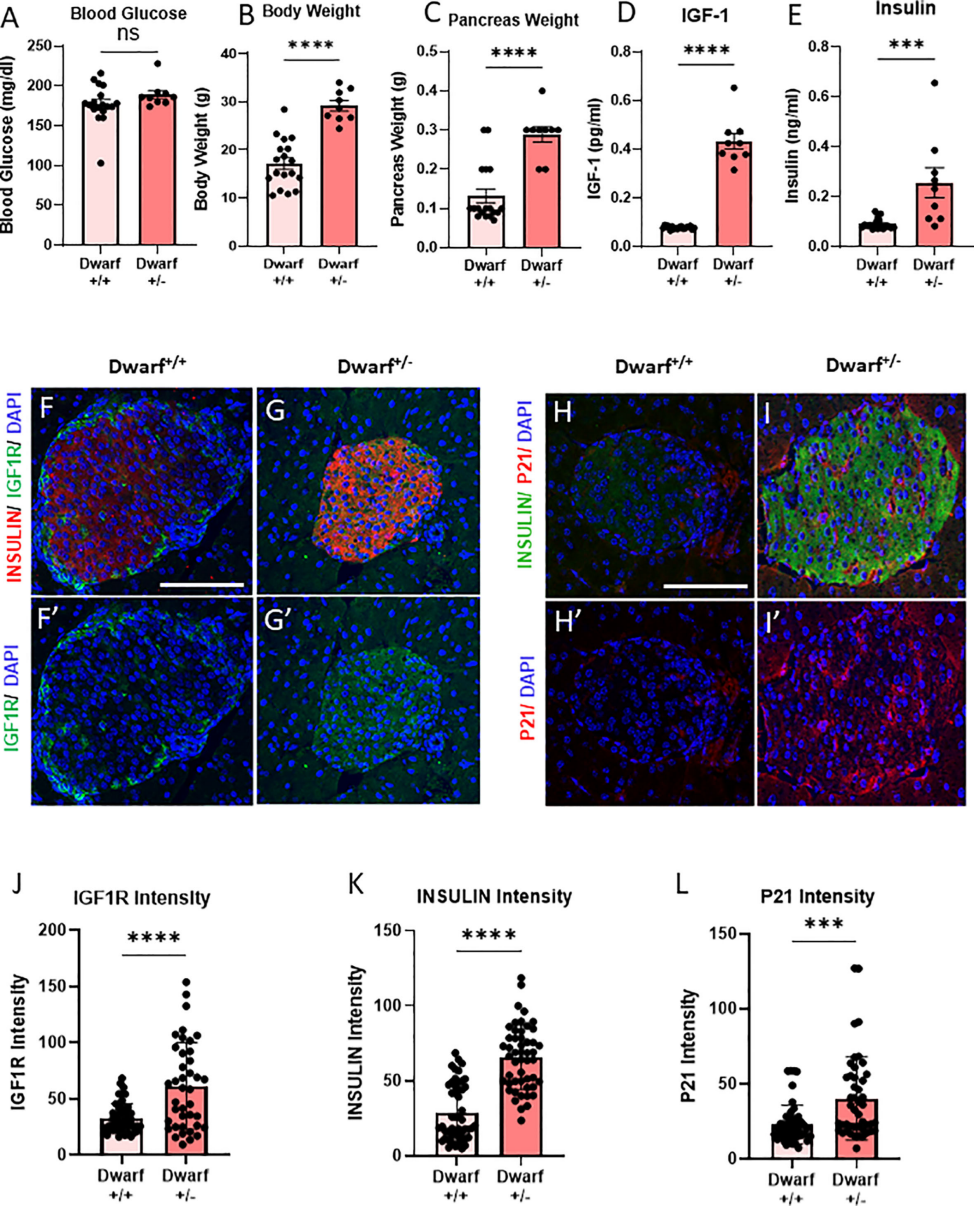
Decreased INS/IGF1R in β-cells from Dwarf^+/+^ was accompanied by decreased senescence marker P21^CIP1^. **(A–C)** Differences in blood glucose, body weight, and pancreas weight between Dwarf^+/+^ (10 male/8 female, 11–14/9–34 months) and Dwarf^+/−^ (5 male/4 female, 11–14/12–14 months) mice. **(D, E)** Circulating IGF1 and insulin levels between Dwarf^+/+^ and Dwarf^+/−^ mice. **(F–I′)** Immunostaining of islets from Dwarf^+/+^ (5 males at 11–13 weeks) and Dwarf^+/−^ (5 males at 11–14 weeks) mice showing insulin (red/green) in islets, DNA stained with DAPI (blue), IGF1R **(F–G′)** in green, and P21 **(H–I′)** in red. The white scale bars represent 100 μm. Image analysis to quantify the intensity differences of IGF1R **(J)**, INSULIN **(K)**, and P21CIP1 **(L)** between islets from Dwarf^+/+^ and Dwarf^+/−^ mice, using t-test, with ***p < 0.001 and ****p < 0.0001, respectively. ns, not significant.

### 3.2 Immunochemistry showed a decreased number of P21-positive β-cells in Dwarf^+/+^ mice

To understand the effects of the Dwarf^+/+^ genotype on β-cell IGF1R protein levels, pancreatic slides were stained and quantified for INSULIN and IGF1R. There was a 40% decrease in IGF1R protein intensity in the Dwarf^+/+^ islets (**Figures 1F–G′, J**). Interestingly, INSULIN protein intensity levels in islet β-cells were also decreased by 40% (**Figure 1K**). These results are consistent with the downregulation of the IGF1R expression in β-cells. To examine the effects of this downregulation on senescence, the same sections were stained for P21CIP1, a marker and effector of senescence, which showed a significant decrease of 50% in β-cells (**Figures 1H–I′, L**). These results are consistent with decreased β-cell senescence in a genetic mouse model of decreased IGF1R in the same cell type. Dwarf**^+/+^** mice are a well-accepted and recognized model of longevity and delayed aging where the participation of the IGF1 pathway is well established (11, 12). However, these mice are global knockout that also lack other pituitary hormones (prolactin and thyroid stimulatory hormone). Therefore, to dissect the specific mechanistic role of IGF1R in β-cell senescence, we developed a tissue-specific conditional deletion model.

### 3.3 Improvement of glucose clearance and glucose responsiveness in β-cell-specific Igf1r knockdown (βIgf1rKD) mice

To understand whether senescent β-cells had increased levels of Igf1r, our previously published RNA-seq data (5) from senescent (βGal-positive) and non-senescent (βGal-negative) cell populations of mouse β-cells, were queried for *Igf1r* levels and pathway analysis. Pathway analysis revealed a significant decrease in the IGF1 pathway in the βGal-negative group compared to the βGal-positive group (**Figure 2A**). The levels of *Igf1r* were lower in the βGal-negative group (**Figure 2B**). These results support higher levels of IGF1R in senescent β-cells.

**Figure 2:**
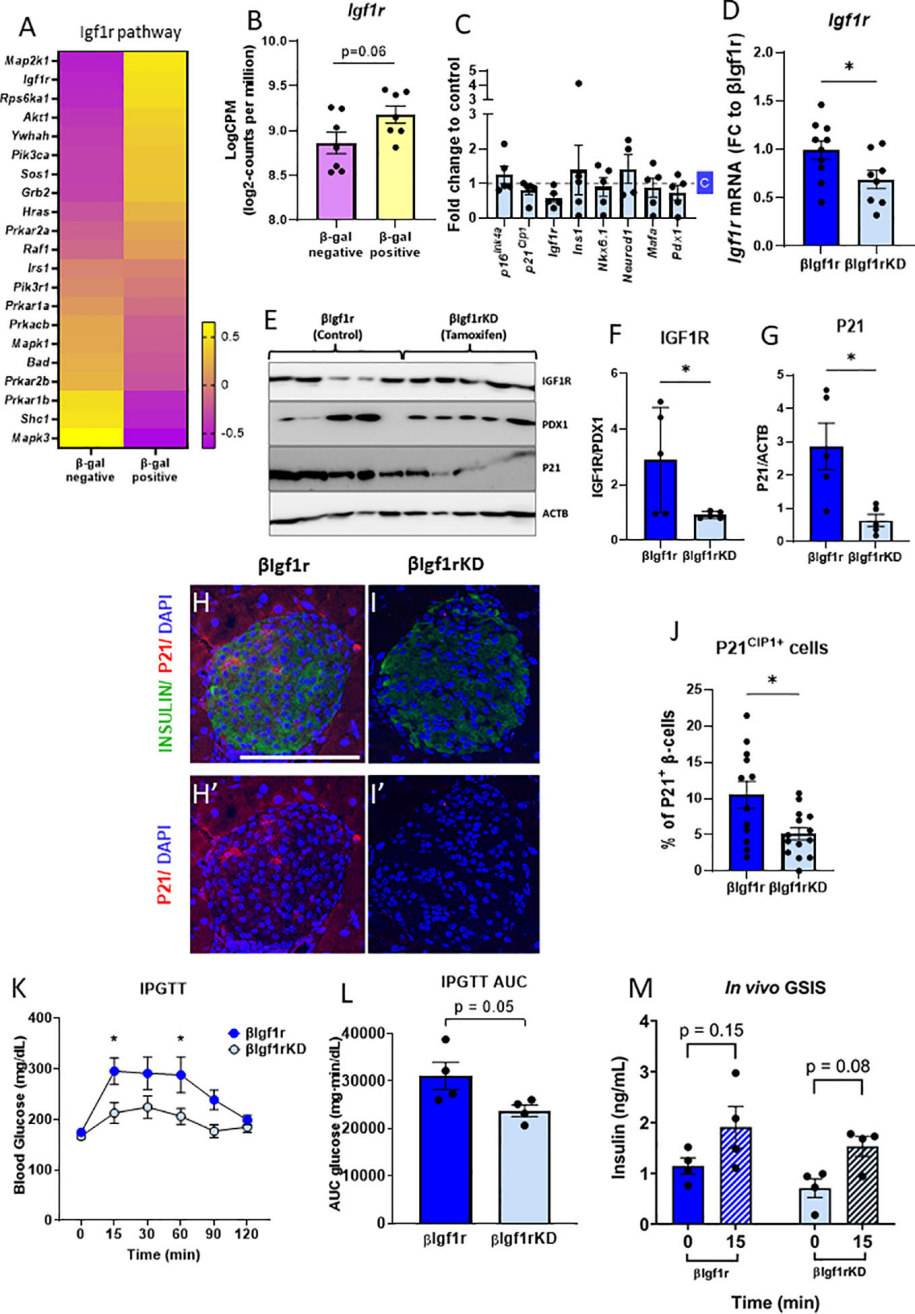
βIgf1rKD mice showed improved glucose clearance and glucose-induced insulin secretion, accompanied by decreased p21Cip1 gene and protein expression in β-cells. RNA-seq from senescent (βGal-positive) and non-senescent (βGal-negative) islet cells revealed an upregulation of the IGF1R pathway **(A)** and increased Igf1r expression **(B)** in senescent β-cells of C57Bl/6 mice. **(B)** Read counts were converted to log2-counts per million (LogCPM). In the β-cell-specific model of downregulation of Igf1r, all the bars with dark blue represent βIgf1r and with light blue βIgf1rKD. **(C)** mRNA expression by qPCR comparing gene expression in islets from C57Bl/6 tamoxifen-treated mouse islets, normalized to a vehicle **(c)**-treated mice. **(D)** The mRNA level of *Igf1r* in islets of βIgf1r and βIgf1rKD mice; male and female at the age of 11–19 months, with eight to 10 mice per group. **(E–G)** IGF1R and P21 levels in βIgf1rKD and βIgf1r mouse islets from the Western blotting were normalized by PDX1, which is only expressed in β-cells in mature islets, and ACTB, respectively. Male and female at the age of 4–9 months, with five mice per group. Representative pictures of stained islets from one male mouse each in βIgf1r **(H, H′)** and βIgf1rKD group **(I, I′)**, at the age of 16.5 months. INSULIN in green, P21 in red, and DAPI in blue. The scale bars represent 100 μm. **(J)** The percentage of P21CIP1 positive cells in β-cells in βIgf1r and βIgf1rKD mice. **(K–M)** Intraperitoneal glucose tolerance test (IPGTT) to βIgf1r and βIgf1rKD mice, four animals per condition at the age of 17 months, including both male and female. Blood glucose **(K)**, the area under the curve (AUC) of their glucose levels **(L)**, and insulin levels **(M)**. The insulin concentration was measured from serum collected at the 0- and 15-min time points after the glucose injection. Using t-test, *p < 0.05.

To specifically test the role of IGF1R in β-cell function, identity, and senescence, a conditional mouse model to knockdown IGF1R in β-cells was developed and induced by tamoxifen administration. To control for the acute and direct effects of tamoxifen treatment in islets, male C57Bl/6 mice aged 8–12 months were treated with the drug and with the vehicle. There were no significant differences in gene expression of key β-cell genes (**Figure 2C**), consistent with previous reports of a lack of effects of tamoxifen administration on glucose homeostasis (13, 14).

When βIgf1rKD (Ins1-CreERT2^+/−^ Igf1r^flox/flox^) mice were treated with tamoxifen, there was a 30% reduction of *Igf1r* mRNA levels when compared to βIgf1r (Ins1-CreERT2^−/−^ Igf1r^flox/flox^) (p < 0.05) (**Figure 2D**). IGF1R protein expression levels were decreased by 69% in islets of βIgf1rKD compared to βIgf1r (**Figures 2E, F**). These results were normalized to PDX1, which is only expressed in β-cells and therefore excludes potentially confounding results coming from IGF1R expression from other islet cell types, such as α, δ, or PP cells. In addition, P21CIP1 expression was significantly reduced in the islets of βIgf1rKD compared to that of the βIgf1r mice (**Figures 2E, G**). We also performed immunostaining of pancreas sections for P21CIP1 and insulin, which showed a significant decrease in their expression levels in βIgf1rKD compared to βIgf1r mice (**Figures 2H–J**). Consistent with decreased senescence when IGF1R is downregulated, P21CIP1 levels were decreased by 50% in β-cells in the islets from βIgf1rKD mice (**Figure 2J**).

To understand the effects of decreased IGF1R levels on β-cell function and glucose homeostasis, we performed IPGTT in βIgf1rKD and βIgf1r mice. βIgf1rKD showed significantly lower glucose levels at 15 and 60 min after glucose injection, also seen in the area under the curve (AUC), consistent with improved glucose clearance (**Figures 2K, L**). Additionally, *in vivo* evaluation of GSIS revealed a loss of glucose responsiveness in βIgf1r mice, which tended to be restored after decreasing levels of Igf1r in β-cells (**Figure 2M**). These results suggest that the downregulation of Igf1r in β-cells decreases senescence, potentially improving glucose homeostasis.

### 3.4 Decreased expression of senescence and SASP genes with improved β-cell identity genes in islets from βIgf1rKD mice

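Bulk RNA-seq measures the RNA of all cells of an islet preparation together, so that a gene's value depends on how much the gene is expressed and on which cells are present. Islets of 4 βIgf1r and 4 βIgf1rKD mice aged 17 months were sequenced, with a separate library for each mouse. The βIgf1rKD mice carried Ins1-CreERT2, a Cre recombinase that tamoxifen activates in β-cells, and received 5 injections of tamoxifen at 0.075 mg/g, whereas the βIgf1r mice had no Cre and received the vehicle. Islets were isolated 7 days after the last injection. Each group held both sexes, which are not marked per mouse. The authors deposited an estimated count for each of 53012 Ensembl genes in each mouse, without normalization, and the paper's text does not name the aligner, the counting tool or the genome build. Total counts ranged from 21634080 to 31202154 in βIgf1r mice, with a median of 26512036.5, and from 23826023 to 42391328 in βIgf1rKD mice, with a median of 27092535. The 20 genes with the most counts took between 32.8% and 46.6% of a library. Digestive enzyme genes of acinar cells, from a list of 12 markers, took 1.67% to 12.2% of the counts in βIgf1r mice and 3.50% to 14.1% in βIgf1rKD mice. No library was a copy of another, since the chi-square per degree of freedom between the counts of mice of the same group was at least 78.1. Across genes, the correlation between mice of log2 CPM, the count scaled to library size, had a median of 0.971 within the groups and 0.969 between them. Counts were rounded to whole numbers, and edgeR's filter kept the 15474 genes that reached its minimum in at least 4 mice. The counts were then scaled by TMM normalization and compared by edgeR's quasi-likelihood test. The filter on low counts, the covariates and the mice included can change the numbers of genes at an unadjusted p, and the choice of test those at an adjusted p.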

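The targeted gene was examined first. Igf1r (ENSMUSG00000005533) lies on chromosome 7 from 67952827 to 68233668, on the plus strand of GRCm38 in the GENCODE M21 annotation. Exon 3, which is flanked by loxP sites in these mice, spans 68164993 to 68165305 and makes up 2.74% of the 11409 bases of transcript Igf1r-201, which has 21 exons. The counts cover the gene as a whole and do not separate exon 3 from the other exons. Igf1r was at 53.6 ± 7.21 CPM (SD, n = 4) in βIgf1r islets and 50.7 ± 5.00 CPM (SD, n = 4) in βIgf1rKD islets. The difference was smaller than the spread between mice, with a log2 fold change of -0.08 (standard error 0.11; exact two-sided permutation test of log2 CPM, p = 0.543).

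**Figure D1:**
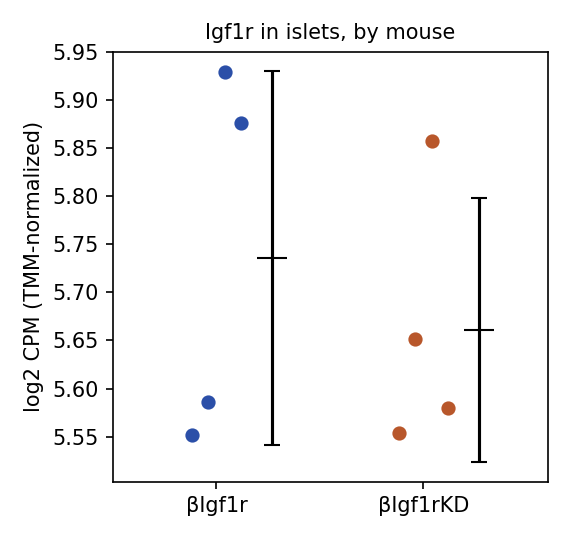
Igf1r expression in islets as log2 CPM after TMM normalization. Each point is a mouse, and the line with bars is the mean ± SD of the 4 mice of a group; the βIgf1rKD mice lie within the range of the βIgf1r mice.

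Across the 15474 genes tested, 637 had an unadjusted p under 0.05 by edgeR's quasi-likelihood test, 345 of them higher and 292 lower in βIgf1rKD islets. They make up 4.12% of the genes, where chance alone gives 5%. After Benjamini-Hochberg adjustment 0 genes had an adjusted p under 0.05 and the smallest adjusted p was 0.948. The 4 βIgf1rKD and 4 βIgf1r mice did not overlap in log2 CPM for 344 genes, or 2.22% of those tested, where chance gives 2.86%. Among these genes, the smallest p-values of the higher genes belonged to Palld, Nek6 and Tob1, and those of the lower genes to Ambp, Rps13-ps1 and Rgs16. Palld rose from 1.78 ± 0.328 CPM (SD, n = 4) to 3.896 ± 0.8288 CPM (SD, n = 4), a log2 fold change of 1.13 (standard error 0.21). Ambp fell from 22.0 ± 1.22 CPM (SD, n = 4) to 14.1 ± 1.52 CPM (SD, n = 4), a log2 fold change of -0.64 (standard error 0.10). For Nek6, Tob1 and Rgs16 the log2 fold changes were 0.93, 0.52 and -0.94. Rps13-ps1, a processed pseudogene that shares sequence with Rps13 and whose reads the authors' counting could have assigned to either, had 13 to 74 counts in βIgf1r mice and 0 in every βIgf1rKD mouse. With Xist expression as a covariate, to account for the mix of sexes, 1143 genes had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. DESeq2 gave 8 genes with an adjusted p under 0.05 on the same counts, and limma-voom gave 1.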

To understand the overall transcriptional changes in islets from βIgf1rKD, bulk RNA-seq analysis was performed and showed that 945 genes out of 14,806 were differentially expressed between the βIgf1rKD and βIgf1r groups. Since there are no specific universal senescent markers that are valid across all cell types and tissues, it is recommended that a combination of markers be used to identify senescent cells. Analysis of senescence and SASP factor gene expression included a subset of the recently published SenMayo panel (15) (**Figures 3A, B**), which showed overall downregulation in islets from βIgf1rKD mice. 

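Of the SenMayo panel, the 45 genes named on the heatmap of Fig. 3A were taken as the list, and all 45 had enough counts to be tested. For each gene, log2 CPM was converted to a z-score over the 8 mice, and the z-scores of the list were averaged in each mouse, so that the mouse and not the gene is the replicate. The mean z-score was 0.23 ± 0.20 (SD, n = 4) in βIgf1r mice and -0.23 ± 0.43 (SD, n = 4) in βIgf1rKD mice. The difference of -0.46 did not separate the groups (exact two-sided permutation test, p = 0.0857; adjusted over the 9 gene lists tested, p = 0.193), and mouse M149 of the βIgf1rKD group, at 0.30, lay above 2 of the βIgf1r mice. With a mouse left out in turn, the difference ranged from -0.64 to -0.27 (exact permutation tests, p from 0.0286 to 0.314), and the lowest p is that without M149, the mouse that overlaps.

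**Figure D2:**
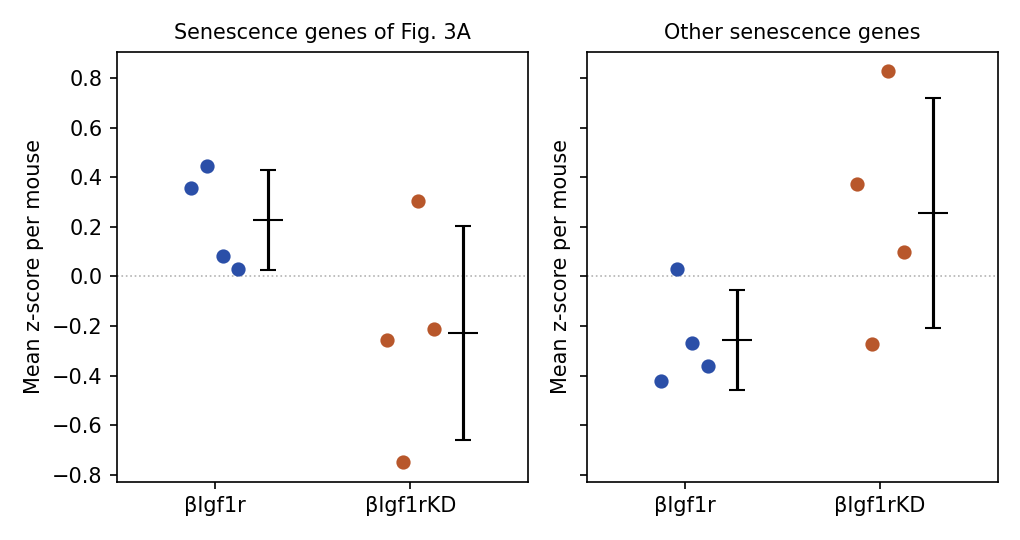
Mean z-score per mouse for the 45 senescence genes of Fig. 3A (left) and for 35 other senescence genes (right). Each point is a mouse and the line with bars is the mean ± SD of 4 mice; the lists move in opposite directions and the groups overlap in both.

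By log2 fold change, 34 of the 45 genes were lower and 11 higher in βIgf1rKD islets. For 4 of them the unadjusted p from edgeR's quasi-likelihood test was under 0.05, and for 0 after adjustment over the list, where the smallest adjusted p was 0.200. These 4 were Igfbp7 (log2 fold change -0.24, standard error 0.07), Pecam1 (log2 fold change -0.24, standard error 0.07), Fgf1 (log2 fold change -0.78, standard error 0.26) and Pappa2 (log2 fold change -0.49, standard error 0.17). Each βIgf1rKD mouse had less Igfbp7 and less Pecam1 than any βIgf1r mouse, with Igfbp7 at 133.2 ± 1.21 CPM (SD, n = 4) in βIgf1r and 112.6 ± 6.70 CPM (SD, n = 4) in βIgf1rKD islets. Il1b differed by less than its standard error, with a log2 fold change of -0.24 (standard error 0.40). A further list of 75 senescence and secretory factor genes absent from Fig. 3A, written from general knowledge and not the published panel, had 35 genes with enough counts. Their mean z-score was -0.26 ± 0.20 (SD, n = 4) in βIgf1r and 0.26 ± 0.46 (SD, n = 4) in βIgf1rKD mice (exact permutation test, p = 0.0857), and 31 of the 35 were higher in βIgf1rKD islets.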

The expression level of the *p16^Ink4a^*, a known senescence marker and effector, was significantly decreased in βIgf1rKD mice compared to that of the control (**Figure 3E**). βIgf1rKD mice showed increased expression of β-cell function and hallmark genes when compared to βIgf1r mice (**Figures 3C, D**), consistent with improved glucose clearance and *in vivo* GSIS. 

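The gene Cdkn2a (ENSMUSG00000044303), on chromosome 4 from 89274471 to 89294653 of GRCm38 on the minus strand, encodes both p16Ink4a and p19Arf. In GENCODE M21 its transcripts Cdkn2a-201 and Cdkn2a-202 share exon 2, from 89276645 to 89276985, and differ in exon 1, so a count for the whole gene does not separate them. Its counts were low, between 11 and 38 in βIgf1r and between 14 and 31 in βIgf1rKD mice. Expression was 0.875 ± 0.347 CPM (SD, n = 4) in βIgf1r and 0.733 ± 0.274 CPM (SD, n = 4) in βIgf1rKD islets, a log2 fold change of -0.27 (standard error 0.37) that was smaller than its standard error. As z-scores per animal, the βIgf1r mice lay at 0.22, 0.13, 1.62 and -1.04 and the βIgf1rKD mice at -0.05, 1.05, -0.62 and -1.32 (exact two-sided permutation test, p = 0.543). Leaving out mouse M152 of the βIgf1r group moved the log2 fold change to 0.02. No difference between the groups was detected.

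**Figure D3:**
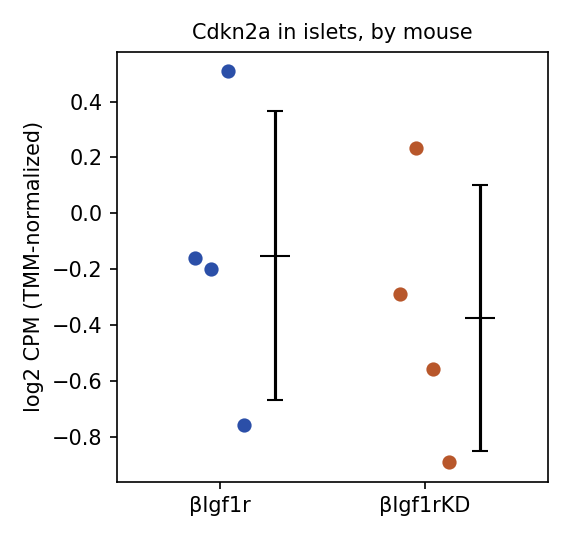
Cdkn2a expression in islets as log2 CPM after TMM normalization. Each point is a mouse and the line with bars is the mean ± SD of 4 mice; the groups overlap.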

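All 26 function and hallmark genes named in Fig. 3C could be tested. Their mean z-score per mouse was -0.12 ± 0.28 (SD, n = 4) in βIgf1r and 0.12 ± 0.56 (SD, n = 4) in βIgf1rKD mice, a difference within the spread of the mice (exact two-sided permutation test, p = 0.514; adjusted over the 9 lists, p = 0.661). Mouse M146 of the βIgf1rKD group had the highest value, 0.88, and without it the difference changed sign to -0.04.

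**Figure D4:**
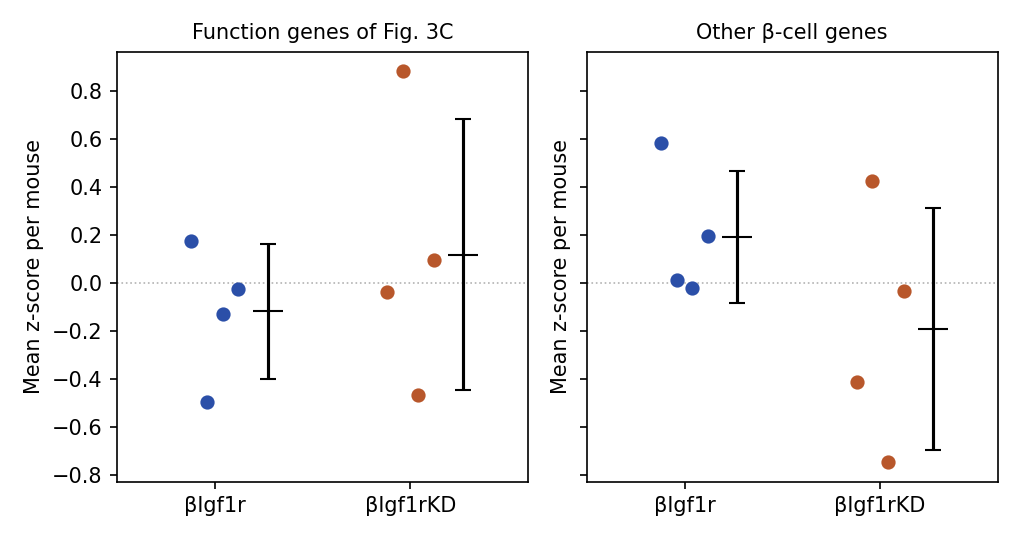
Mean z-score per mouse for the 26 function and hallmark genes of Fig. 3C (left) and for 40 other β-cell genes (right). Each point is a mouse and the line with bars is the mean ± SD of 4 mice; the groups overlap in both lists.

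Of the 26 genes, 18 were higher and 8 lower by log2 fold change, between -0.08 and 0.58, and 0 had an unadjusted p under 0.05. Mafa was at 485.0 ± 134.8 CPM (SD, n = 4) in βIgf1r and 624.8 ± 250.2 CPM (SD, n = 4) in βIgf1rKD islets, a log2 fold change of 0.37 (standard error 0.30). Nkx6-1 had a log2 fold change of 0.21 (standard error 0.15), Kcnj11 of 0.02 (standard error 0.11) and Ins2 of -0.08 (standard error 0.41); Ins2 has a close paralog, Ins1, with which the counting could have shared reads. In a list of 40 β-cell genes absent from Fig. 3C, written from general knowledge, 29 were lower in βIgf1rKD islets, and the mean z-score went from 0.19 ± 0.28 (SD, n = 4) to -0.19 ± 0.50 (SD, n = 4; exact permutation test, p = 0.229). The lowest log2 fold change of this list, -0.92, was that of Ins1, an allele of which the Cre gene may replace.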

Additionally, pathway analysis revealed increased expression of three pathways that are known to go down with aging: sulfide oxidation to sulfate, autophagy, and mTOR signaling (**Figure 3F**). 

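Reactome's gene lists were not used here. In their place, lists of genes of the 3 pathways were written from general knowledge, and the mean z-score of each list was compared between the mice. The 6 genes of sulfide oxidation were Sqor, Ethe1, Tst, Tstd1, Suox and Slc25a10. Their mean z-score was -0.37 ± 0.29 (SD, n = 4) in βIgf1r and 0.37 ± 0.24 (SD, n = 4) in βIgf1rKD mice, and every βIgf1rKD mouse lay above every βIgf1r mouse (exact two-sided permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow; adjusted over the 9 lists, p = 0.129). With that smallest p, an adjusted p under 0.05 needs most of the 9 lists to reach it. The adjusted p therefore does not argue against a difference in a list without overlap. Of the 6 sulfide oxidation genes 5 were higher, Tst with the largest log2 fold change, 0.67 (standard error 0.38), and 0 had an unadjusted p under 0.05. With the mean log2 fold change over the list in place of z-scores, the difference was 0.30 (exact permutation test, p = 0.0857). The 42 genes of mTOR signaling had a mean z-score of -0.10 ± 0.11 (SD, n = 4) in βIgf1r and 0.10 ± 0.04 (SD, n = 4) in βIgf1rKD mice, again without overlap (exact permutation test, p = 0.0286; adjusted over the 9 lists, p = 0.129). Their log2 fold changes were small, between -0.10 and 0.34 with a median of 0.02, and 25 were higher and 17 lower. Against all other genes, the camera test of limma gave an adjusted p of 0.220 for this list and 0.0268 for sulfide oxidation. Autophagy genes, 55 in the list, had a mean z-score of -0.02 ± 0.16 (SD, n = 4) in βIgf1r and 0.02 ± 0.51 (SD, n = 4) in βIgf1rKD mice, which did not differ (exact permutation test, p = 0.857).

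**Figure D5:**
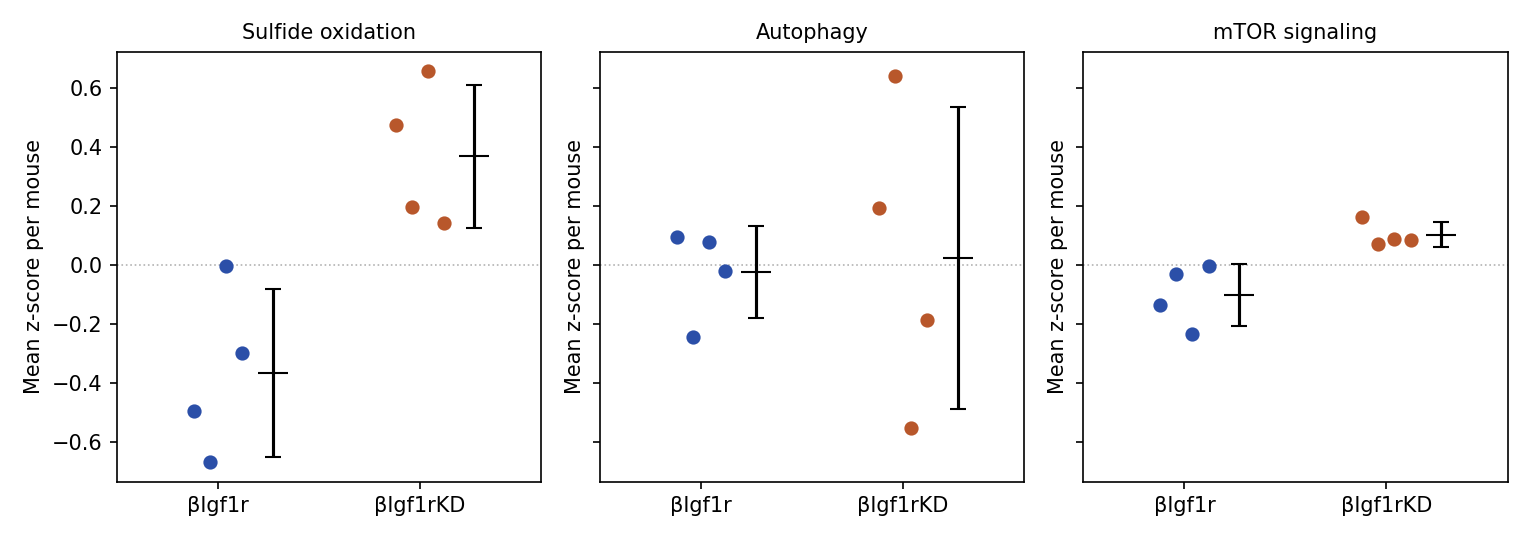
Mean z-score per mouse for the 6 sulfide oxidation, 55 autophagy and 42 mTOR signaling genes. Each point is a mouse and the line with bars is the mean ± SD of 4 mice; the groups are apart for sulfide oxidation and mTOR signaling and overlap for autophagy.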

Specific gene analysis of the autophagy pathway (**Supplementary Figures 2A, B**) revealed the upregulation of many of these genes. 

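Gene by gene, 31 of the 55 autophagy genes of the list had a higher and 24 a lower mean level in βIgf1rKD islets. The log2 fold changes lay between -0.21 and 0.21, with a median of 0.02. Tfe3, a transcription factor of lysosomal and autophagy genes that is named here because of its value, was the 1 gene with an unadjusted p under 0.05 by edgeR's quasi-likelihood test, with a log2 fold change of 0.21 (standard error 0.09). Adjusted over the list, 0 genes had p under 0.05, and the smallest adjusted p was 0.986. Mice of the βIgf1rKD group spread from -0.55 for M149 to 0.64 for M146 in their mean z-score of these genes, a wider range than the -0.24 to 0.10 of the βIgf1r mice. The direction changed to -0.06 with Xist as a covariate.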

Given that autophagy is among the most important protective catabolic processes in the cells activated when the cells experience different stressors that disturb homeostasis, it is suggested that IGF1R in β-cells might be interacting with other hallmarks of aging (autophagy) in addition to senescence. Further, Reactome pathway analysis for the RNA-seq of the two groups, βIgf1r and βIgf1rKD, revealed two additional and relevant upregulated pathways when Igf1r is knocked down: G2-M DNA damage checkpoint and DNA double-strand break response (**Supplementary Figures 2C–F**), both of which are directly connected to senescence. 

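For the G2-M checkpoint, a list of 60 genes written from general knowledge, and not Reactome's own, had 57 genes with enough counts. The mean z-score was -0.04 ± 0.27 (SD, n = 4) in βIgf1r and 0.04 ± 0.11 (SD, n = 4) in βIgf1rKD mice, a difference well inside the spread (exact two-sided permutation test, p = 0.657). By log2 fold change 27 of these genes were higher and 30 lower. For the double-strand break response, 43 of 44 listed genes were tested, 25 of them higher and 18 lower. Their mean z-score was -0.07 ± 0.17 (SD, n = 4) in βIgf1r and 0.07 ± 0.21 (SD, n = 4) in βIgf1rKD mice, and the groups overlapped (exact permutation test, p = 0.343). Each of the lists held 1 gene with an unadjusted p under 0.05 by edgeR's test, which were Rhno1, higher by a log2 fold change of 0.31, and Apbb1, with a log2 fold change of -0.29; both are named because of these values. Adjusted over the 9 lists, the p-values of the list tests were 0.739 for the G2-M checkpoint and 0.514 for the double-strand break response. With the endothelial marker score as a covariate both differences changed sign, to -0.01 and -0.02, and with the acinar marker score they rose to 0.22 and 0.26.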

Collectively, these data suggest that conditional downregulation of Igf1r in β-cells in adulthood ameliorated cellular senescence through the enhancement of DNA damage mechanisms. Additionally, it decreased markers of senescence and increased functional and hallmark genes in the cells that are potentially primed to undergo senescence, as shown by a recovery of their transcriptional identity and decreased expression of senescence genes.

**Figure 3:**
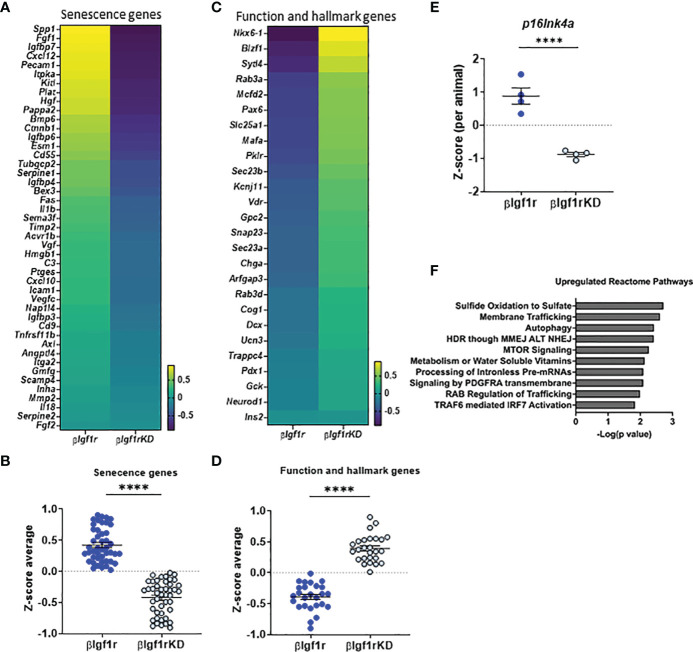
RNA-seq from islets with downregulation of Igf1r revealed decreased markers of senescence and increased expression of β-cell identity genes. Heatmaps and Z-score average expression data from RNA-seq of islets of βIgf1rKD and βIgf1r mice showing changes in senescence signature genes **(A, B)** and key β-cell function and hallmark genes **(C, D)**. Differential gene expression of *p16^Ink4a^* **(E)** per animal. **(F)** Reactome pathway analysis of genes differentially expressed in βIgf1rKD and βIgf1r. Male and female at the age of 17 months, with four mice per group, ****p < 0.0001.

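In the heatmaps each gene is shown by its mean z-score per group. Computed in this way from the estimated counts, 38 of the 45 senescence genes had a lower mean z-score in βIgf1rKD than in βIgf1r islets, and 19 of the 26 function and hallmark genes had a higher one. The differences in z-score among the senescence genes were largest for Igfbp7, at -1.71, and Pecam1, at -1.60, whereas Gmfg was higher by 0.50. Among the function and hallmark genes they ranged from 0.90 for Gpc2 to -0.41 for Ins2. A z-score divides each gene's difference by its spread over the mice, so genes with small changes weigh as much as genes with large ones. Taking its results together, the paper proposes that conditional lowering of Igf1r in adult β-cells eased senescence by enhancing DNA damage mechanisms. It adds lower senescence markers and higher function and hallmark genes as a further outcome.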

### 3.5 Improved β-cell transcriptional identity in βIgf1rKD mice on HFD

The induction of senescence in β-cells and adipose tissue by HFD has been previously shown by us and others (5, 16–18). Herein, mice were fed HFD for 5 weeks to evaluate the effect of βIgf1r knockdown in an adult model of insulin resistance (which is known to increase β-gal activity) and transcription of senescence and SASP genes. Tamoxifen or vehicle was administered during the first 5 days of HFD to induce knockdown of the Igf1r in β-cells. Since the effects of βIgf1r knockdown in the chow diet are shown in **Figures 2, 3**, this section only compared the knockdown group during HFD. During the 5 weeks, the AUC of fed glucose level in HFD fed βIgf1rKD (HFD-βIgf1rKD) was significantly lower than that in HFD fed βIgf1r (HFD-βIgf1r) (**Figures 4A, B**). HFD-βIgf1rKD mice had improved glucose clearance during IPGTT (**Figures 4C, D**). During the first 10 days, body weight was decreased in the HFD-βIgf1rKD when compared to HFD-βIgf1r (**Supplementary Figures 3A, B**); however, there were no differences in the food consumption measured between days 11 and 15 (**Supplementary Figures 3C, D**). This initial weight loss might have been caused by nausea, which is known to be induced by tamoxifen treatment, which preceded the switch in diet (19).

**Figure 4:**
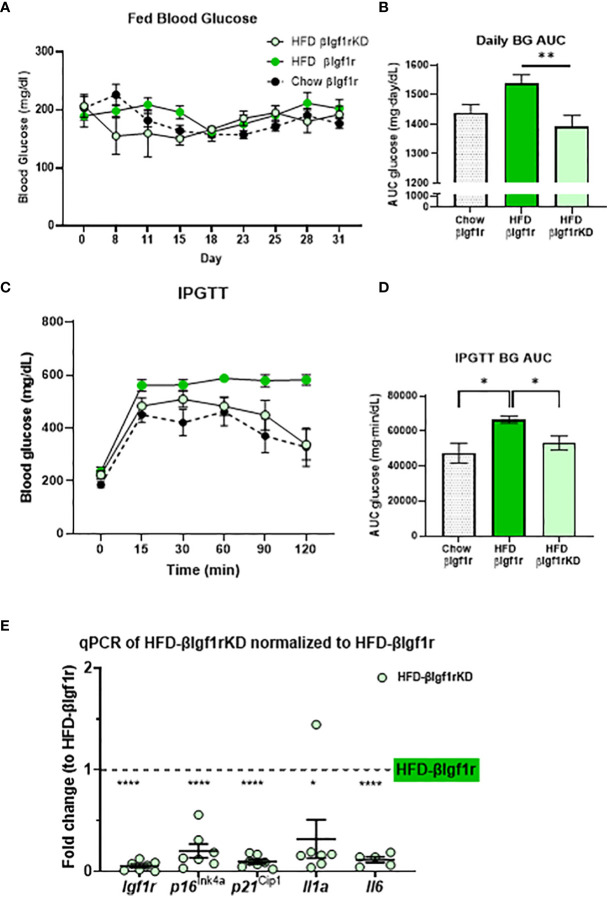
In a model of a high-fat diet, downregulation of Igf1r in β-cells improved glucose levels and decreased expression of senescence and senescence-associated secretory phenotype (SASP) genes. Fed blood glucose levels and area under the curve (AUC) after 5 weeks of a high-fat diet in βIgf1rKD (HFD-βIgf1rKD) in light green, βIgf1r (HFD-βIgf1r) in green, and normal chow in βIgf1r mice in dots **(A, B)**. Intraperitoneal glucose tolerance test (IPGTT) results of blood glucose levels **(C)** and its AUC **(D)**. The mRNA expression of *Igf1r*, *p16^ln4a^*, *p21^Cip1^*, *Il1a*, and *Il6* in HFD-βIgf1rKD compared with βIgf1r under the same HFD condition **(E)**. HFD-βIgf1rKD (5 male/2 female, 3–12 months), HFD-βIgf1r (5 male/2 female, 3–8 months), and normal chow in βIgf1r (6 male/1 female, 3–8 months), using t-test or one-way ANOVA, with *p < 0.05, **p < 0.01, and ****p < 0.0001, respectively.

In the HFD group, βIgf1rKD led to a significant downregulation in the expression of senescence and SASP genes in pancreatic islets: *p16lnk4a*, *p21Cip1*, *Il1a*, and *Il-6* (**Figure 4E**). The results of the βIgf1rKD experiment under a normal chow are shown in **Figure 2**.

Overall, these results show that the downregulation of Igf1r in both global and β-cell-specific mouse models is associated with decreased β-cell senescence, improved function, and cellular identity (**Figure 5**). This establishes a link between two hallmarks of aging, cellular senescence and deregulated nutrient-sensing, which might be relevant for the loss of cell identity and increased senescence during diabetes progression.

**Figure 5:**
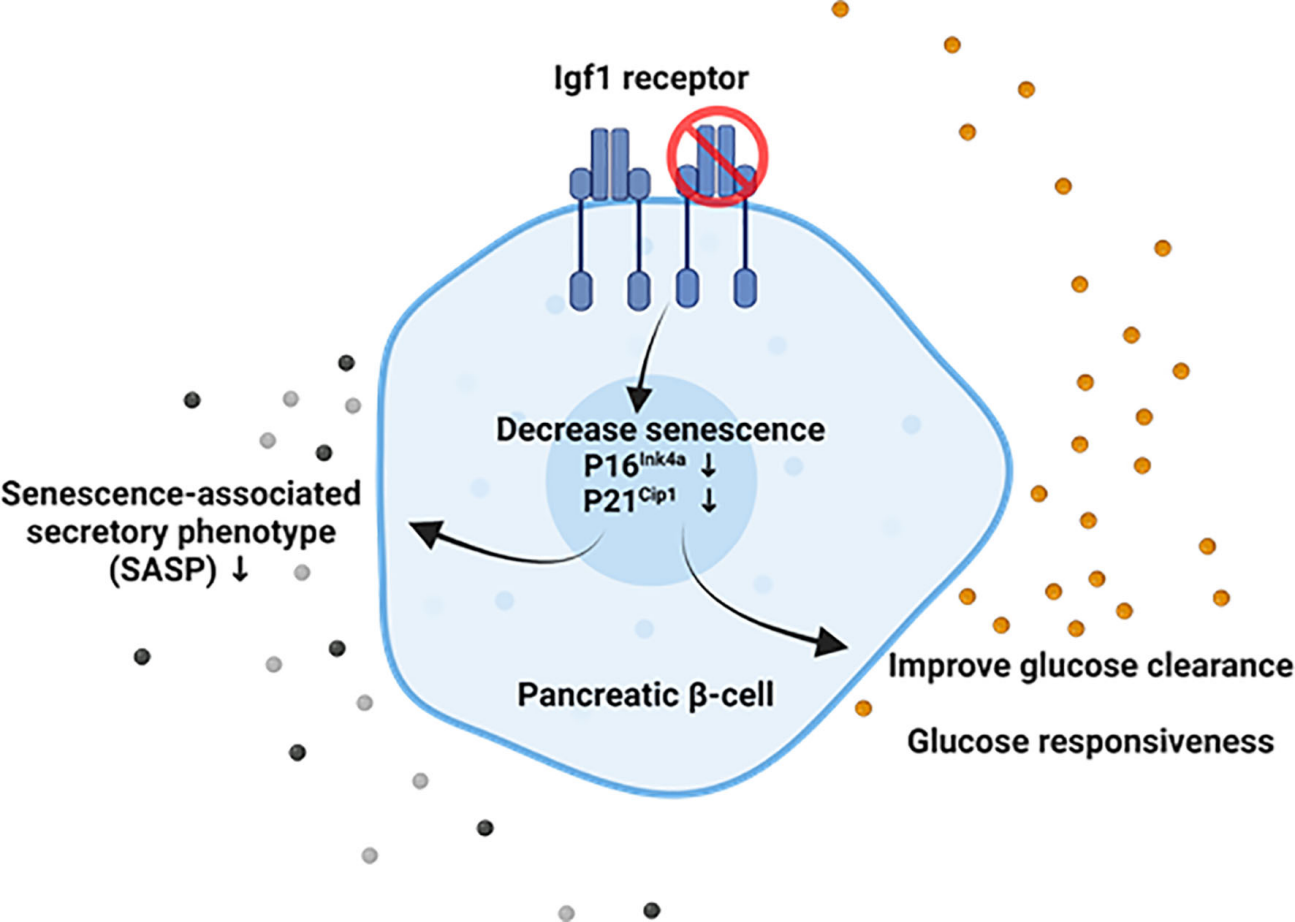
Suggested model of the interaction between Igf1r and senescence in adult mouse β-cells. Our results suggest that downregulation of Igf1r in senescent β-cell leads to decreased p16 gene expression and p21 protein levels, both markers and effectors of senescence, decreased gene expression of senescence-associated secretory phenotype (SASP) factors in a model of a high-fat diet, and improved glucose clearance and restored loss of glucose responsiveness compared to βIgf1r (control) in intraperitoneal glucose tolerance test (IPGTT). Created with BioRender.com.

## 4 Discussion

Igf1r expression is increased in β-cells from older mice and humans (3), which are also known to accumulate senescence characteristics (5). However, it is unknown whether manipulation of the Igf1/Igf1r pathway can alter senescence in β-cells. In this study, we demonstrated that attenuation of the Igf1/Igf1r pathway in adult mice led to decreased expression of senescence markers and improved function of β-cells. These changes were accompanied by improved glucose tolerance *in vivo*, supporting the importance of this pathway as a therapeutic target in T2D.

We employed two murine models of the Igf1/Igf1r pathway attenuation: Ames Dwarf mice and β-cell-specific *Igf1r* knockdown mice (βIgf1rKD). Ames Dwarf mice have no growth hormone (GH) signaling with suppressed circulating IGF-1. Dwarf mice are homozygous for the Prop1^df^ mutation and live an average of 49% to 64% longer than control littermates (6, 7). Published studies have reported that Dwarf mice have decreased levels of Igf1r in the brain (20). Accordingly, we detected lower IGF1R levels in β-cells, which correlated with decreased expression of senescence markers. These results suggest that suppression of the Igf1/Igf1r pathway protects mice from β-cell senescence. Ames Dwarf mice are viable and long-lived, which is reminiscent of human patients with decreased activity of the GH–IGF-I axis. In humans, Laron syndrome, caused by the mutation of the growth hormone receptor (GH-R) gene, is characterized by a remarkable degree of protection from age-related diseases such as cancer and diabetes (21, 22). Oral glucose tolerance tests (OGTTs) in Laron syndrome showed slightly higher insulin secretion from the fasting level than the control (normal) group, but defective insulin secretion after glucose load leads to hyperglycemia when compared to controls (23). Notwithstanding their obesity, only nine (eight men) out of 75 patients developed T2D (24). However, patients with acromegaly, known to have increased GH secretion, have a high incidence of diabetes, cancer, and heart disease and reduced life expectancy (25). Interestingly, patients surgically treated for acromegaly who achieved a reduction in serum IGF-1 but not GH levels showed improved glucose tolerance in the OGTT during the early postoperative period (26). These results strongly support an inverse correlation between IGF1 activity and glucose homeostasis in adulthood.

The other model used herein of Igf1/Igf1r pathway attenuation was an inducible β-cell-specific knockdown of Igf1r (βIgf1rKD: Ins1-Cre^ERT2+/−^ Igf1r^flox/flox^). These mice showed decreased expression of β-cell senescence genes and improved glucose tolerance and GSIS. These results were surprising given previous publications showing that a constitutive β-cell-specific knockout of Igf1r in mice had defective GSIS and impaired glucose tolerance due to reduced expression of *Slc2a2* (also known as Glut2) and *Gck* (encoding glucokinase), which couple glucose stimulus to insulin secretion (8, 27). Potential reasons for these discordant results are that in our model, the signaling downregulation occurs in adulthood when it is known that this pathway can mediate some age-related cellular damage. Another possibility is that in our model, we only obtain a 30% reduction in Igf1r transcription instead of complete knockout in the previous studies. This supports a model in which Igf1r signaling is required during the growth and development of β-cells for proper function and maturation but that an age-related increase in its abundance carries a higher risk for the development of a senescent phenotype. In accordance with this concept, we previously showed (3) that cells with high levels of IGF1R increase three-fold in old (1.7–2-year-old) mice compared to young (3–7-month-old) mice. These high IGF1R+ cells had higher levels of *p16Ink4a*, a marker and effector of senescence, and higher levels of *Ldha*, indicating β-cell dedifferentiation.

β-cell senescence is not always deleterious. It has been reported that induction of p16Ink4a under the *Ins* or *Pdx1* promoters in β-cells of 3–4-week-old transgenic mice induced senescence markers and β-cell function (28). At this age, pancreatic β-cells are not fully matured from a functional point of view, and therefore accelerating cellular aging through senescence might also bring a functional phenotype characteristic of older mature cells.

Taken together, these findings support the beneficial role of downregulating the insulin/IGF-I signaling pathway in extending lifespan and health span in diverse species, including yeast, worms, fruit flies, and rodents (29). In addition, downregulation of the insulin/IGF1R pathways has been correlated with increased longevity, and a mutation in the human *IGF1R* gene was detected in a study of centenarians (30). Furthermore, this pathway is directly downregulated by caloric restriction and has well-described metabolic benefits. Short-term IGF-1 induces cell proliferation that is antagonized by p53; however, it has been shown that prolonged IGF-1 treatment leads to premature cellular senescence by activating the tumor suppressor protein p53 (31). Disruption of the IGF1 pathway reduces senescence after IGF-1 treatment.

Future studies on the interplay of aging features will shed light on the development of specific interventions that restore β-cell function and identity during the progression to type 2 diabetes.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) from the National Center for Biotechnology Information (NCBI). Accession number GSE229709.

## Ethics statement

All experiments were conducted at Joslin Diabetes Center with the approval of its Animal Care and Use Committee under protocol number 2022-01. No human samples or data were used in this manuscript.

## Author contributions

CA-M contributed to the conception and design of the study and organized the database. KI, BL, JK, PC, SS, FH, and CA-M performed the statistical analysis. KI and CA-M wrote the first draft of the manuscript. KI, BL, JK, FH, and CA-M wrote sections of the manuscript. RK provided the βIgf1r flox mouse model and advice on the experimental design. YH-T, AB, JD, and TT provided the Dwarf mice and expertise with experiments and sample handling. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

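RNA was measured by bulk RNA-seq in islets of 4 βIgf1r and 4 βIgf1rKD mice aged 17 months, with a separate library for each mouse. Conditions and mouse numbers were taken from the sample labels and the paper's methods, and every column of per-sample values was matched to its mouse by that number. The mouse numbers are not shared between the groups, so no mouse was paired with another. The other experiments of the paper, among them the qPCR, protein, glucose tolerance and high-fat diet measurements, were not analysed here.

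The authors deposited an estimated count for each gene and mouse, from stranded mRNA libraries. The values are not all whole numbers and are not scaled between mice. The aligner, the counting tool, the genome build and the annotation release behind them are not named in the paper's text. Of the 53012 Ensembl gene identifiers 51906 were matched to a gene symbol, and 200 identifiers that share a symbol with another were kept under their identifier. Coordinates and exons are those of GENCODE M21 on GRCm38, joined by identifier, and the build used by the authors can be another.

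The estimated counts were rounded to whole numbers. Total counts per mouse lay between 21634080 and 42391328, which makes the counting error small for abundant genes and large for genes such as Cdkn2a with 11 to 38 counts. The filter of edgeR 4.0.16 with its default settings, a minimum count of 10 in at least 4 mice after scaling to library size and a minimum total of 15, kept 15474 genes. TMM factors were computed, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in R 4.3.3. The paper's text gives no threshold for its RNA-seq and states p < 0.05 in its statistics section without an adjustment, so that counts at an unadjusted and at an adjusted p under 0.05 are both given. Standard errors were derived from the fold change and the F statistic. CPM and log2 CPM use TMM factors, and log2 CPM a prior count of 2.

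For a list of genes, log2 CPM was turned into z-scores over the 8 mice and averaged over the list in each mouse, and the groups were compared by an exact two-sided permutation test over the 70 assignments of 4 and 4 mice, whose smallest p is 0.0286. The lists were the 45 genes named in Fig. 3A, the 26 named in Fig. 3C, and lists written from general knowledge before the data were examined. These written lists are not the published SenMayo panel or Reactome's pathways. P-values of the 9 lists were adjusted together. Since the smallest exact p is 0.0286, an adjusted p under 0.05 needs most of the 9 lists to reach it. The genes named in the text are those the paper names and, since no gene had an adjusted p under 0.05, the 3 genes in each direction with the smallest p whose mice do not overlap in log2 CPM; the few other genes named are said to be chosen because of their values. A gene the paper names is not reported here on its own.

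The alternatives tried were RLE size factors, DESeq2 1.42.0, limma-voom with limma 3.58.1, no filter on low counts, at least 10 counts in every mouse, the 14806 genes with the highest mean, and Xist expression, an acinar marker score or an endothelial marker score as a continuous covariate. For lists they also included a prior count of 0.5, the mean log2 fold change over the list in place of z-scores, and limma's fry and camera tests. Each mouse was also left out in turn. Xist and the acinar score together as covariates were added after the data were examined. The mice were assigned no sex.

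The scripts were tested on simulated counts drawn from the means, library sizes and dispersions of the 8 mice. With 199 genes changed by a fold change of 2 among 15293 genes fitted, 64.3% of the changed genes were called at an adjusted p under 0.05 with 8 false calls. With 198 genes changed by a fold change of 4 among 15306, 90.4% were called with 6 false calls. With 200 genes changed by a fold change of 8 among 15251, 98% were called, and 17 of the 213 calls were false. With no gene changed 1 of 15259 genes was called. The simulated genes vary independently of each other. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.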

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

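Of the tests in this part, those on the endothelial markers, the level of Ins2, the sum of Ins1 and Ins2 and the mice that lay apart were chosen only after the result was seen. The test on an Ins1 allele replaced by the Cre gene was written before.

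The ratio of Ins1 to Ins2 counts, which the paper does not report, was lower in βIgf1rKD islets. The log2 ratio was -1.51 ± 0.13 (SD, n = 4) in βIgf1r and -2.34 ± 0.10 (SD, n = 4) in βIgf1rKD mice, a difference of -0.84, and every βIgf1rKD mouse lay below every βIgf1r mouse (exact two-sided permutation test, p = 0.0286, the smallest p possible). The level in βIgf1rKD islets was 0.560 of that in βIgf1r islets. Relative to Chga, Iapp, Pcsk2 and G6pc2, Ins1 was lower by -0.94, -0.72, -0.81 and -1.04 on the log2 scale, again without overlap, while Ins2 relative to Iapp differed by 0.12 (exact permutation test, p = 0.457), so a rise of Ins2 does not account for the ratio. Leaving out any mouse kept the difference between -0.88 and -0.78. A ratio within a library does not depend on library size or acinar RNA. The genotype is written Ins1-CreERT2 with a plus and a minus allele. A candidate explanation is that the Cre gene replaces an Ins1 allele, which predicts a log2 difference of about -1. Reads moved from Ins1 to Ins2 would raise Ins2 and leave the sum of Ins1 and Ins2 unchanged. The sum relative to Chga moved by -0.28 (exact permutation test, p = 0.114) and Ins2 relative to Chga differed by -0.10, which speaks against shared reads without excluding them. Cre and tamoxifen were given to the same mice, so a lower transcription of Ins1 after loss of Igf1r is also open.

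Endothelial markers, a list of genes that shares no gene with Fig. 3A, were lower in βIgf1rKD islets. All 11 markers tested had a negative log2 fold change, from -0.38 to -0.05, and the mean z-score differed by -1.17 (0.58 ± 0.61 against -0.58 ± 0.26, SD, n = 4 each; exact permutation test, p = 0.0286). Adjusted over the list, 5 of the 11 had p under 0.05 by edgeR's test, and 0 did over all genes. This was 1 of 9 marker lists looked at. Dilution by acinar RNA was tested with the acinar score as a covariate, which shrank the difference by 7.13%, and the mix of sexes with Xist as a covariate, which shrank it by 19.8%. Relative to genes of the same GC content the mean log2 fold change was -0.29, against -0.26 without that correction. These tests leave a smaller share of endothelial cells, from the isolation or from the tissue, as a possible explanation, and lower expression per cell as another. The counts cannot separate them.

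In 4 of 77 sets of 4 mice a mouse lay far from the other 3, where chance gives 3.85, about 1 in 20. In the βIgf1rKD group, M146 had the highest Ins1, at a log2 CPM of 14.80 against 14.22 to 14.26 in the others. M146 also had the lowest acinar score of its group, and in the Ins1 to Ins2 ratio it lay between other mice of the group, whose largest gap at an end, 0.204 of the range, belonged to M145, so less acinar RNA is a possible explanation. The same mouse had the highest Nkx6-1, at 8.82 against 8.19 to 8.30; after the linear trend on the acinar score over all 8 mice was removed the gap was 0.850 of the range. That trend was nearly flat, so the test does not rule out acinar RNA. Tob1 in mouse M148 of the βIgf1r group was at 4.85 against 5.25 to 5.31, and removing the trend on the acinar score reduced its gap to 0.527. Y-linked genes in M151 of the βIgf1r group had a mean z-score of -0.82 against 0.85 to 0.95 in the other mice of the group. M151 also had the highest Xist of the group, with a gap of 0.778 of the range, as a group of both sexes gives.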

How the results depend on the processing

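Xist and the acinar score together as covariates were chosen only after the results were seen, and the other settings and the splits before. No gene had an adjusted p under 0.05 in edgeR's fits, whatever the filter, scaling, covariate or mouse left out, while 637 genes had an unadjusted p under 0.05 with the settings used at the claims. DESeq2 gave 8 genes with an adjusted p under 0.05, 2 higher and 6 lower, and limma-voom gave 1, Rps13-ps1, which DESeq2 also called. The 8 genes of DESeq2 were Gal, Rgs16, Ambp, Ins1, Palld, Kdr, Rps13-ps1 and Ppp1r3c; Gal, Kdr and Ppp1r3c are named because of these calls. In simulated counts of the same mice, with genes that vary independently, 64.3% of 199 genes with a fold change of 2 were called by edgeR. In the real data Palld, at a log2 fold change of 1.13, and Rgs16, at -0.94, were not called (edgeR, adjusted p = 0.987 for both). Changes smaller than a fold change of 2, or in fewer genes, were not simulated, so the simulation does not show whether these could be detected.

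The number of genes with an unadjusted p under 0.05 was 1098 without a filter on low counts, out of 27738 genes, and 1143 with Xist as a covariate. With the acinar score as a covariate it was 367, and with Xist and the acinar score together 418. Across the 8 fits that each left out a mouse it ranged from 383 to 1114. Of the 637 genes, 408 were again under 0.05 with Xist as a covariate, 249 with the acinar score and 71 with the endothelial score. Lower genes outnumbered higher ones with limma-voom (320 against 245) and the endothelial score (396 against 163). They also did with at least 10 counts in every mouse (281 against 276) and with Xist and the acinar score (212 against 206). In the other settings that kept all mice higher genes were more numerous, as with Xist alone (729 against 414). The cause of these changes was not tested.

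By the unadjusted count the real split of the mice did not stand out. As many genes with an unadjusted p under 0.05 came from 18 of the 35 splits of the 8 mice into 4 and 4, the real split included, and the 35 counts ran from 84 to 2238 with a median of 637. For adjusted p the real count of 0 is reached by 35 of 35 splits whatever the data, so that comparison tells nothing. The split of the 4 mice with the highest Xist from the other 4 gave 995 genes with an unadjusted and 9 with an adjusted p under 0.05, and that of the 4 mice with the highest acinar scores gave 871 and 5. These splits are not conditions of the experiment, and both gave more genes than the real split. Both were formed by ranking the mice on expression in these same counts. Genes that follow Xist or the acinar score must then differ, so the larger counts are no fair measure of the real split.

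Igf1r kept a negative log2 fold change except with Xist as a covariate, where it was 0.0232, and ranged from -0.15 to -0.0131 with a mouse left out. Its p stayed above 0.05 throughout. For Cdkn2a the fits that each left out a mouse ranged from -0.55 to 0.0158, and the value was positive only without M152. Its p was above 0.05 in each. The Ins1 to Ins2 log2 ratio ranged from -0.88 to -0.78 with a mouse left out. Its p is at the smallest possible value and a pseudocount of 1 is negligible beside its counts, so neither measures stability.

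For the senescence genes of Fig. 3A the difference in mean z-score was negative under every alternative. Its p passed below 0.05 with limma's camera, at the same difference of -0.46. With a mouse left out the difference ranged from -0.64 to -0.27. Camera compares the list with all other genes, and these genes come from a figure drawn from the same data. The senescence genes outside Fig. 3A stayed higher and passed below 0.05 with camera at the same 0.51. With a mouse left out they ranged from 0.35 to 0.71, where the exact permutation p was 0.0286 without M146. Their difference shrank to 0.23 without a filter on low counts (exact permutation test, p = 0.4). It was 0.36 with the acinar score, 0.30 with the endothelial score and 0.60 with Xist as a covariate. The function genes of Fig. 3C ranged from -0.0391 to 0.47 with a mouse left out. The β-cell genes outside Fig. 3C stayed lower, passed below 0.05 with camera at -0.38, and ranged from -0.59 to -0.20, with an exact permutation p of 0.0286 without M146. They shrank to -0.0975 with the acinar score and to -0.0446 with the endothelial score as a covariate, while the genes of Fig. 3C rose to 0.46 and 0.61.

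Sulfide oxidation genes were higher under every alternative. The difference was 0.30 with the mean log2 fold change over the list in place of z-scores. It was 0.53 with the acinar score and 0.87 with the endothelial score as a covariate. In each of these settings the p of the list rose above 0.05. With a mouse left out the difference ranged from 0.65 to 0.82 (exact permutation p from 0.0286 to 0.0571). The mTOR signaling genes differed by 0.19 without a filter, 0.20 with camera, 0.12 with the endothelial score and 0.18 with Xist and the acinar score together. In each of these settings the genes no longer had a p under 0.05. With a mouse left out they ranged from 0.14 to 0.23 (exact permutation p from 0.0286 to 0.0857). An exact p of 3 against 4 mice moves in coarse steps from 0.0286, so its crossing of 0.05 when a mouse is left out says little about the stability of any list. Autophagy genes changed sign with Xist as a covariate, to -0.0566, and ranged from -0.16 to 0.24 with a mouse left out. With the endothelial score as a covariate the G2-M checkpoint genes went to -0.0142 and the double-strand break response genes to -0.0207, and with the acinar score to 0.22 and 0.26; with a mouse left out the lists ranged from -0.0808 to 0.19 and from 0.0583 to 0.21. The cause was not tested for any of these.

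Of the 17 other genes followed through the settings, Il1b, Kcnj11 and Ins2 turned sign. Il1b was at 0.24 with Xist and 0.18 with the endothelial score as a covariate, Kcnj11 at -0.10, -0.14 and, with Xist and the acinar score, -0.0542, and Ins2 at 0.20 with the endothelial score and 0.13 with Xist and the acinar score. With a mouse left out Il1b ranged from -0.47 to 0.0404, Kcnj11 from -0.0325 to 0.11 and Ins2 from -0.21 to 0.00779. Besides these, p rose above 0.05 for 11 values and fell below it for 2 under the covariates and filters, 8 of the 11 with the endothelial score, and rose above it for 3 and fell below it for 2 with a mouse left out. The values whose p fell below 0.05 all belong to Cdkn1a, at 1.00 with Xist as a covariate, 0.80 without a filter, 1.03 without M146 and 1.02 without M150. Its other values ran from 0.23 without M149 to 1.35 with the endothelial score as a covariate, with p above 0.05. No paired analysis was possible because the mouse numbers are not shared between the groups.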

Differences from the paper's values

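The paper reports 945 differentially expressed genes among 14806, without a threshold in its text. Its text also does not say whether batch or sex was adjusted for, or whether the deposited counts are those behind Fig. 3. The cause of the differences in this part is therefore open. After Benjamini-Hochberg adjustment edgeR's quasi-likelihood test gave 0 genes against the paper's 945, and none of the alternatives set before the data were examined closed the gap, DESeq2 with 8 genes coming nearest. At an unadjusted p under 0.05 the count was 637 among 15474, within 1.5 times the paper's value. That is 4.12% of the genes tested, where chance alone gives 5%. The comparison is of counts only, and the number of genes tested differs between settings. Without a filter 3.96% of 27738 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, the counts with RLE size factors (639), DESeq2 (701), no filter (1098), Xist as a covariate (1143) and without M151 (749), M152 (1114), M146 (960) or M150 (854) were also within 1.5 times 945, and those with limma-voom (565), at least 10 counts in every mouse (557), the 14806 genes with the highest mean (600), the acinar score (367), the endothelial score (559) and without M148 (383), M153 (402), M145 (467) or M149 (582) were not.

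Fig. 3B shows the senescence genes at a mean z-score of about 0.42 in βIgf1r and about -0.42 in βIgf1rKD islets, read by eye. The values here were 0.23 and -0.23, the mean over genes being the same as the mean over mice. Among the alternatives set before the data were examined, leaving out M152 (0.28) or M153 (0.30) brought the βIgf1r value, and leaving out M149 (-0.36) the βIgf1rKD value, within 1.5 times the paper's, and the others did not.

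In Fig. 3D the function and hallmark genes lie at about -0.4 in βIgf1r and about 0.4 in βIgf1rKD islets, read by eye. Here they were at -0.12 and 0.12. The endothelial score as a covariate, set before the data were examined, gave -0.31 and 0.31, within 1.5 times the paper's values, and the other alternatives did not.

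The mean z-score of p16Ink4a is about 0.88 in βIgf1r and about -0.88 in βIgf1rKD mice in Fig. 3E, read by eye. For Cdkn2a as a whole it was 0.23 and -0.23 here, and none of the alternatives set before the data were examined closed the gap.

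Fig. 3E shows the groups apart, with every βIgf1rKD mouse below every βIgf1r mouse, whereas here they overlapped, with M153 of the βIgf1r group at -1.04 and M146 of the βIgf1rKD group at 1.05. Fig. 3A shows all 45 senescence genes lower in βIgf1rKD islets. Here 7 of them had a higher mean z-score, Acvr1b, Cxcl10, Nap1l4, Axl, Angptl4, Gmfg and Serpine2, and Spp1, at the top of the heatmap, differed by -0.06. Fig. 3C shows all 26 function and hallmark genes higher, and here 7 were lower, Rab3a, Pax6, Sec23a, Cog1, Ucn3, Neurod1 and Ins2. For autophagy and the DNA damage pathways, which the paper reports as raised, the written lists differed by 0.05, 0.08 and 0.14 in mean z-score, each within the spread between mice.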

Other observations

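Of the tests in this part, those on GC content, the stromal score, macrophages, Rps13-ps1 and its chromosome neighbours were chosen only after the result was seen. The others were written before the data were examined.

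The paper reports a 30% lower Igf1r mRNA by qPCR in βIgf1rKD mice and does not say whether the sequenced mice were among them. It also reports a larger loss of IGF1R protein, relative to PDX1, by Western blot. RNA counts do not measure protein, so they do not test that loss. In the sequenced mice the change over the whole gene was -5.39%, with a 95% interval from -20.2% to 12.2%. The counts cannot tell whether transcripts that lost exon 3, which is 2.74% of the mature transcript, persisted, nor how much Igf1r came from other cells. The paper reports less P21Cip1 protein in islets of βIgf1rKD mice. Its gene Cdkn1a had a log2 fold change of 0.81 here (standard error 0.40), with 31.1 ± 21.6 CPM (SD, n = 4) in βIgf1rKD against 17.7 ± 2.30 CPM (SD, n = 4) in βIgf1r islets (exact two-sided permutation test, p = 0.314), and the fold change rests on M149, being 0.23 without it and 1.03 without M146.

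The methods describe the Cre as driven by a rat insulin promoter, and the genotypes are written Ins1-CreERT2. Some insulin promoter Cre lines also make growth hormone, which raises Tph1 and other genes. Of 5 response genes looked at, Tph1 had too few counts and Tph2, Cish, Socs2 and Ehhadh were tested. All 4 were higher in βIgf1rKD islets, Cish by a log2 fold change of 1.25 (standard error 0.48) and Socs2 by 0.85 (standard error 0.32), and the list as a whole did not separate the groups (exact permutation test, p = 0.171). Mouse M149 of the βIgf1rKD group had the lowest mean z-score of the list, -0.89, and Tph1 had 17 counts at most, both of which speak against growth hormone in every Cre mouse, so it is a possible explanation for some of the mice at most.

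The lower senescence genes of Fig. 3A may follow from how the genes were chosen. Senescence genes outside the figure moved the other way, by 0.51. That difference is weak evidence. It fell to 0.23 without a filter on low counts and to 0.19 with the macrophage score as a covariate, though it rose to 0.60 with Xist. When 10000 random lists matched on expression were drawn and only genes lower in βIgf1rKD islets were kept, the median difference was -0.59, with 95% of the lists between -0.72 and -0.47, and those genes of Fig. 3A that were lower differed by -0.58. As both sides were kept by direction, this comparison gives only the size that selection alone can produce and does not test the explanation. Without keeping genes by direction 0% of the random lists were as low as the -0.46 of Fig. 3A, as a list chosen for low genes also gives. Other tests bear on cell types. With the endothelial score as a covariate the difference shrank by 13.7%, so fewer endothelial cells explain little of it by this measure, although Pecam1 and Igfbp7, 2 of its 4 genes with an unadjusted p under 0.05, had no overlap between the groups. The score itself follows the groups, which leaves the test weak. Duct and macrophage markers were higher. Stromal markers were lower by -0.47 in mean z-score (exact permutation test, p = 0.429). Their mean log2 fold change was 0.13, with 4 genes higher and 5 lower, so their direction depends on the scale. The smallest p of these lists, 0.143, is that of the duct markers. With the stromal score as a covariate the difference of the Fig. 3A genes shrank by 22%. A smaller share of stromal cells is not shown, so this shrinkage does not settle whether stromal cells play a part. GC content does not account for the difference of the Fig. 3A genes. Their mean log2 fold change was -0.11 relative to genes of the same GC content and -0.10 without that correction.

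For the function and hallmark genes of Fig. 3C, the β-cell genes outside the figure differed by -0.38, in the other direction, so the choice of genes is a possible explanation here too. That difference is weak evidence, since it shrank to -0.0975 with the acinar score and -0.0446 with the endothelial score as a covariate. The list also includes Ins1, for which a Cre gene in place of an allele is a candidate explanation. The higher genes of Fig. 3C differed by 0.41, just below the 0.42 to 0.66 of random lists kept by direction, and 2.47% of lists not kept by direction were as high as the 0.24 of the whole list. A lower acinar content in βIgf1rKD islets is not, since acinar markers were higher there, by 0.88 (exact permutation test, p = 0.200), in all 12 markers.

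The higher senescence genes outside Fig. 3A include many made by immune cells. Macrophage markers were higher in βIgf1rKD islets in 8 of 8 genes (difference 0.83, exact permutation test, p = 0.229), led by M149 at 1.94. With the macrophage score as a covariate the difference of the senescence genes shrank by 63.2%, from 0.51 to 0.19. More macrophages in some preparations are a candidate explanation that cannot be told apart from expression within islet cells.

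Xist separated the mice into high and low without following the groups. Its counts were 11049 in M151 and 43 to 252 in the other βIgf1r mice, and 7564 to 13694 in M145, M146 and M150 against 28 in M149 of the βIgf1rKD mice. High Xist was therefore found in 1 of 4 βIgf1r and 3 of 4 βIgf1rKD mice. The difference in log2 CPM had an exact permutation p = 0.457, and a mix of sexes that differs between the groups cannot be told apart from other sources of the genes with p under 0.05. Ddx3y, a Y-linked gene, ran opposite to Xist. In the mice with high Xist it had 0 counts in M145 and M146, 13 in M151 and 29 in M150. In those with low Xist it had 1711 in M148, 1064 in M152, 971 in M153 and 1002 in M149. Xist in M148 was at 252 counts where M152 and M153 had 67 and 43. Total counts did not differ between the groups (exact permutation test, p = 0.571), so library size is not a candidate.

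Rps13-ps1 had 35, 34, 74 and 13 counts in the βIgf1r mice and 0 in each βIgf1rKD mouse, while its parent gene Rps13 had a log2 fold change of 0.13. It was the 1 gene with 0 counts throughout a group and 10 or more in every mouse of the other. Splits with as many such genes numbered 7 of 35, so the pattern does not exceed what regrouping the mice gives. A chromosome region that differs between the lines could also give it, but of its neighbours within 5 Mb 2.27% had an unadjusted p under 0.05, against 4.12% of all genes, and a region smaller than that remains open. The same window around Ins1 held 3 such genes among 40 tested.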
